A study of Zea mays subsp. parviglumis with 26 samples. Its data were reported in "MaizeCODE reveals bi-directionally expressed enhancers that harbor molecular signatures of maize domestication" (2024).

How the data were processed

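The deposited files describe 3 assays on tissues of the teosinte line TIL11. RNA-seq libraries were made from 8 samples, RAMPAGE libraries from 6 and shRNA-seq libraries from 12. Per the labels, the 12 shRNA-seq samples are 2 libraries (A and B) of each of 2 biological replicates in 3 tissues, and both libraries of a replicate name the same locus file. Each of the 6 locus files was therefore taken as 1 replicate, and libraries A and B were not compared. Groups and replicate numbers came from the sample titles.

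For RNA-seq, the authors trimmed reads with cutadapt, aligned them with STAR to the TIL11 v1.1 assembly and deposited raw counts per gene for 39323 genes. The program used for counting and whether it used strand are not given in the sources used here, so values of overlapping and near-identical genes are uncertain. Libraries were made from rRNA-depleted total RNA. For RAMPAGE, the authors called peaks in each library with MACS2, using RNA-seq as the control. The deposited peak lists give a score, a fold enrichment (a ratio to the control) and −log10 of p and q for each peak. They give no strand, so TSS of opposite strands could not be separated, and a peak with several summits is listed once per summit. Such lines were counted as 1 interval. A peak's fold is the authors' own value and was used only for ranking, within a list or, for the named peaks, by its mean over both replicates. For shRNA-seq, the authors treated RNA to remove caps, selected library fragments by size, removed structural RNAs with bowtie2 and called loci of small RNAs with ShortStack separately in each file. The deposited locus tables give read counts per locus in total and for each length from 20 to 24 nt, shorter and longer reads, RPM, the fraction of reads on the top strand, a complexity score, a phasing score, the most frequent read, a microRNA call and a size call. The size call is the read length that ShortStack assigned to the locus, or N where it assigned none. Every locus had at least 0.5 RPM in the deposited tables, the lowest being 0.502. Library totals were computed by dividing counts by RPM. They exceed the reads in loci, and which reads the authors counted in them is not given in the sources used here. Levels in RPM depend on that total, whereas shares of 20- to 24-nt reads do not.

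Total RNA-seq counts lay between 32903622 and 57163702 per library, and all rows of the count table were genes. All columns of the count table were used. A count of 0 over both libraries of a tissue allows a level of up to 3 counts divided by their total, and such limits cover counting error only, because reads without molecular identifiers are not independent molecules. The shRNA-seq files held 8349286 to 17773304 reads in loci.

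Genes above 1 CPM in at least 2 of the 8 libraries, 25186 in all, were tested with edgeR 4.0.16 in R 4.3.3. One quasi-likelihood model with the tissue as its only term was fitted to all libraries after TMM scaling, so that the 4 tissues share their estimate of the spread (a biological coefficient of variation of 17.2%). Each of the 6 pairs of tissues had its own Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 2. TMM assumes that most genes do not differ, and 59.8% of the tested genes were called between pollen and coleoptilar nodes. Genes higher or lower in one tissue than in each other tissue are the intersection of its 3 comparisons. Null data sets for this intersection were drawn from negative binomial distributions with the fitted dispersions and 1 mean per gene. Named genes were the 2 with the largest smallest absolute log2 fold change against the other 3 tissues among those higher in pollen, and the 2 among those lower, with at least 50 CPM where the gene was high. The files do not pair the gene identifiers with names, and 0 of the tested identifiers matched the table of maize B73 genes supplied with the data, so no gene names are given.

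Intervals were handled with bedtools 2.31.1 in Python 3.11.15 with pandas 2.3.3. Peaks, and likewise loci, of all 6 files were merged where they overlapped by at least 1 bp, and a tissue held a merged interval where both replicates had one in it. Because peaks and loci were called per file, sums over them move with the length covered, which is given beside them. Similarity of RAMPAGE files was the Jaccard index of presence in merged peaks. Reads of merged loci called in all 6 files were tested with edgeR as above, without further scaling of the library totals, at 7826 loci. The strand-biased 22-nt loci had a minimum length of 1000 bp, a size call of 22 and a top-strand share of at least 0.8 or at most 0.2 in both files of a tissue, and the 5 with the highest mean 22-nt RPM in pollen were named. Also named were, for each tissue, the merged locus with the highest mean RPM and the peak with the highest mean fold. For the comparison of both assays, peaks and 24-nt loci were merged within a tissue and kept where both replicates had them. Loci were shifted 1000 times by a random distance along each chromosome, whose length was taken as the highest coordinate in the files. Such shifts do not keep the loci in gene-rich regions.

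The steps were tested on simulated data. In counts drawn for 25186 genes with 200 changed in pollen, the comparison of pollen with each other tissue recovered 92% of genes changed by 3 and 99% of those changed by 5 on the log2 scale, with 0 false calls. At 7826 loci, the comparison of pollen with coleoptilar nodes recovered 95% and 100% of changed loci at these sizes, with 1 false call. Loci placed in 200 of 25114 coleoptilar node peaks were all recovered, which checks the overlap step only. Few of the simulated genes were changed, so the simulation does not test TMM where most genes differ. Between pollen and coleoptilar nodes 59.8% of the tested genes were called.

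Alternatives fixed before the data were examined were DESeq2 1.42.0 (its size factors and its Wald test), library size alone, edgeR's exact test, other filters and thresholds, a block for the replicate number, fits of 2 tissues, other overlaps, windows and rankings of intervals, and leaving out each replicate in turn. A minimum of 2 RPM per locus was added after the data were seen, because the planned minimum of 0.5 RPM removed 0 loci, and so were comparisons of levels at strand-biased loci by share, without each replicate and with a floor, and fits without each RNA-seq library that kept the 25186 genes. With 2 replicates per tissue, exact permutation tests of 2 against 2 files cannot reach 0.05. Means and SD are over 2 replicates. No annotation of peaks or loci was used here.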

Results

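TIL11 is a line of teosinte, the wild grass from which maize was domesticated. RNA-seq, RAMPAGE and short RNA sequencing (shRNA-seq) were carried out on its tissues. RAMPAGE selects capped RNA and sequences 5′ ends, so that its peaks mark transcription start sites (TSS). shRNA-seq records short RNAs, among them the small interfering RNAs (siRNAs) of 21, 22 and 24 nt. RNA-seq covered 4 tissues: coleoptilar nodes (sections of seedlings around that node) and root tips, taken 5 days after germination, immature ears of 5 to 10 mm, and mature pollen. RAMPAGE and shRNA-seq covered 3 of them, without root tips. Each tissue had 2 biological replicates in each assay, and all means below are over these 2 with their SD. Total RNA-seq counts per library lay between 32903622 and 57163702, the lowest being root tip replicate 1 and the highest pollen replicate 2. RAMPAGE was read as peak lists, which give no read depth. The shRNA-seq files implied library totals from 15445413 reads in immature ear replicate 1 to 30813556 in pollen replicate 1.

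The first comparison asked how far the transcriptomes of the tissues differ. Replicates of a tissue were close to each other. Across the 25186 genes kept for testing, the Spearman correlation between replicates was 0.984 in coleoptilar nodes, 0.996 in immature ears, 0.978 in pollen and 0.992 in root tips. It averaged 0.988 over the 4 replicate pairs, and the best of the other ways of pairing the 8 libraries reached 0.929. In an exact one-sided permutation test over all 105 pairings of the libraries this gave p = 0.00952, the smallest value the design allows. Between tissues, coleoptilar nodes and root tips correlated at 0.871 and immature ears and root tips at 0.728, whereas pollen correlated with the other tissues at only 0.396 to 0.412. These correlations are across genes, which are not independent replicates.

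Fewer genes were detected in pollen. Genes above 1 CPM numbered 11176 ± 69 in pollen (SD, n = 2), against 21270 ± 161 in coleoptilar nodes, 19982 ± 208 in immature ears and 21268 ± 74 in root tips. Genes with at least 1 read differed less, at 24242 and 25981 in the pollen libraries and 28873 to 29816 in the others. The 100 genes with the most counts took 42.3% ± 1.5 of the pollen counts, and 10.7% ± 0.0202 to 13.5% ± 0.331 of those in the other tissues (SD, n = 2). The TMM scaling factors were 0.188 and 0.163 in the pollen libraries and between 1.76 and 1.81 in the others.

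Genes differing by at least 4 times (absolute log2 fold change of at least 2, adjusted p under 0.05, edgeR quasi-likelihood test) were counted for each pair of tissues. Pollen differed most. Against coleoptilar nodes 15057 genes passed, of which 5262 were higher in pollen and 9795 lower. Against immature ears 14924 passed (5905 higher in pollen, 9019 lower), and against root tips 14866 (5333 higher, 9533 lower). The remaining pairs differed at fewer genes. There were 8060 between immature ears and root tips, 3255 of them higher in immature ears. There were 5749 between coleoptilar nodes and immature ears, 4014 of them higher in coleoptilar nodes. The lowest number was 3702, between coleoptilar nodes and root tips, with 1746 higher in coleoptilar nodes. A log2 threshold of 1 moved these counts most, from 3702 to 7818 between coleoptilar nodes and root tips. The split between higher and lower depended on the scaling. With library size alone, 10.5% of the genes differing from coleoptilar nodes were higher in pollen, against 34.9% with TMM. The corresponding shares were 13.3% against 39.6% for immature ears and 10.9% against 35.9% for root tips, and in the pairs without pollen the shares moved by less than 1 percentage point. With DESeq2 size factors the shares higher in pollen were 40.3% against coleoptilar nodes, 44.4% against immature ears and 39.7% against root tips. Those factors also took the share higher in coleoptilar nodes than in root tips from 47.2% to 42.9%. The median log2 fold change over all tested genes, pollen minus coleoptilar nodes, was -1.09 with TMM, -0.69 with DESeq2 size factors and -4.36 with library size alone, so that no scaling centred the genes on 0.

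A stricter comparison retained genes that were higher, or lower, in one tissue than in each of the other 3. Pollen had 10406 such genes, 4181 higher and 6225 lower. Immature ears had 2377 (1082 higher, 1295 lower), root tips 1590 (1286 higher, 304 lower) and coleoptilar nodes 535 (464 higher, 71 lower). Because the 3 comparisons of a tissue share its libraries, the same intersection was taken in 20 simulated data sets with no difference between tissues, and the largest number of genes in any of them was 1 for any tissue. Drawn with 1 mean per gene, these sets cannot show errors of scaling between tissues. Library size alone moved the pollen numbers most. With that setting 1734 genes were higher and 15039 lower in pollen, and the share of higher genes went from 40.2% to 10.3%. In immature ears the same change took that share from 45.5% to 63.1%. Leaving out 1 library of a tissue lowered its number of higher genes, to 222 to 229 in coleoptilar nodes, 254 to 293 in immature ears, 612 to 691 in root tips and 3171 to 3361 in pollen, because genes expressed in that tissue alone then fail the filter of 2 libraries. With the same genes as before, leaving out any 1 of the 8 libraries gave 439 to 482, 1031 to 1132, 1163 to 1497 and 4071 to 4270.

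**Figure D1:**
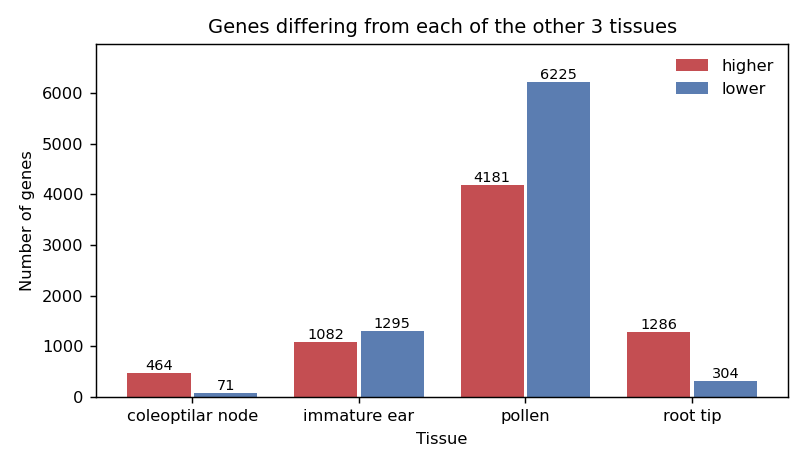
Number of genes (y axis) called higher (red) or lower (blue) in each tissue (x axis) than in each of the other 3 tissues, by edgeR's quasi-likelihood test with TMM scaling. Pollen has 4181 higher and 6225 lower genes, more than any other tissue.

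The genes with the largest change in pollen were on or off at the depth used. The files do not pair gene identifiers with names, and positions of genes were not used here. Zp00001aa034450 reached 172 ± 13.6 CPM in pollen (SD, n = 2) and Zp00001aa275970 reached 150 ± 13.5 CPM, and neither had a count in the 6 other libraries. A count of 0 allows up to 0.0361 CPM over both coleoptilar node libraries, 0.0392 CPM over those of immature ears and 0.0394 CPM over those of root tips, each from 3 counts over the group. With the counts of both libraries summed and divided by their summed totals, which can differ slightly from the means given here, Zp00001aa034450 was at least 4423-fold higher and Zp00001aa275970 at least 3850-fold higher in pollen than in any other tissue. In the opposite direction, Zp00001aa009720 had 0 counts in both pollen libraries, where up to 0.0314 CPM is allowed. Its levels were 178 ± 21.6 CPM in coleoptilar nodes, 172 ± 10.3 CPM in immature ears and 139 ± 8.05 CPM in root tips. Zp00001aa254330 also had 0 counts in pollen, against 137 ± 45.8 CPM in coleoptilar nodes, 182 ± 2.54 CPM in immature ears and 130 ± 3.51 CPM in root tips. They were at least 4461-fold and at least 4124-fold lower in pollen by the same calculation. With TMM the bounds became 45313-fold and 39439-fold higher, and 435-fold and 403-fold lower, for the 4 genes in the same order. The highest adjusted p of the 3 comparisons was 1.16e-07, 1.28e-07, 2.07e-08 and 2.60e-07 in that order (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).

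The second assay addressed which lengths of short RNA each tissue accumulated. Reads of microRNAs were not separated from those of siRNAs, and the immature ear locus with the most reads, described below, was marked as a microRNA locus. The number of shRNA-seq loci, called separately in each file, was 121015 ± 279 in coleoptilar nodes, covering 64.2 ± 4.36 Mb. It was 103056 ± 12949 in immature ears, over 46.9 ± 13.9 Mb, and 46559 ± 11853 in pollen, over 21.9 ± 4.02 Mb (SD, n = 2). Among the reads of 20 to 24 nt in these loci, 24-nt reads made up 59.5% ± 2.06 in coleoptilar nodes, 37.1% ± 5.08 in pollen and 23.01% ± 1.37 in immature ears. Immature ears had the highest shares of 21-nt reads, at 42.6% ± 0.409 against 16.1% ± 1.19 in coleoptilar nodes and 22.7% ± 2.38 in pollen. The same order held for 22-nt reads, at 23.9% ± 0.741, against 8.52% ± 0.456 in coleoptilar nodes and 16.5% ± 0.491 in pollen. In each of these comparisons both files of one tissue lay on the same side of both files of the other. An exact two-sided permutation test of 2 against 2 files gave p = 0.333 in every case, the smallest value it allows, and so cannot reach 0.05.

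Restricting the reads to merged loci called in all 6 files moved the 24-nt shares most, to 17.8% in coleoptilar nodes, 15.5% in pollen and 9.11% in immature ears, in the same order. In those loci the 22-nt shares were close to each other, at 16.6% in coleoptilar nodes, 17.04% in immature ears and 18.2% in pollen, so that the ratio of immature ears to coleoptilar nodes went from 2.80 to 1.02. The corresponding ratio for 21-nt reads went from 2.65 to 1.54. This restriction leaves out loci called in 1 tissue only. Under other settings the 22-nt ratio remained high, at 3.85 without the 10 top loci of each file, 2.95 with a size call required, 3.08 by RPM and 2.74 at 2 RPM or more. The order of immature ears and pollen depended on the unit. As RPM (reads scaled to the library total), 24-nt reads in loci amounted to 186894 ± 2486 RPM in coleoptilar nodes, 79869 ± 8791 RPM in immature ears and 47007 ± 21703 RPM in pollen, and the ratio of pollen to immature ears went from 1.61 by share to 0.589 by RPM. The sums run over loci called in each file, with a mean of 207 ± 34.5, 219 ± 7.87 and 773 ± 224 reads of all lengths per kb in coleoptilar nodes, immature ears and pollen. Immature ears remained below coleoptilar nodes with either unit, with a ratio of 0.387 by share and 0.427 by RPM. For 21-nt reads the corresponding levels were 50677 ± 6165 RPM in coleoptilar nodes, 147715 ± 6046 RPM in immature ears and 27594 ± 6470 RPM in pollen.

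**Figure D2:**
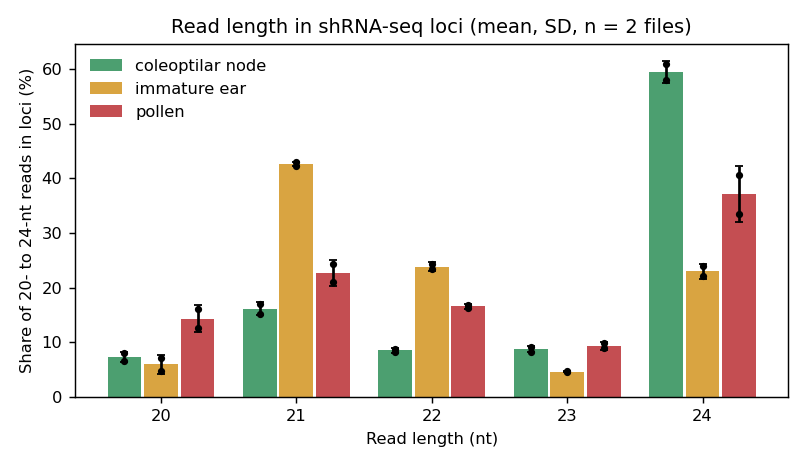
Share in percent (y axis) of each read length from 20 to 24 nt (x axis) among the 20- to 24-nt reads in shRNA-seq loci. Bars are means of 2 files per tissue, error bars are SD and points are single files. Immature ears have the highest share of 21-nt reads, 42.6%, and the lowest of 24-nt reads, 23.01%. Reads of microRNA loci are included.

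Loci were next compared between tissues by position. Merging the loci of all 6 files gave 258314 merged loci, and a tissue was taken to hold a merged locus where both replicates had a locus in it. Coleoptilar nodes held 87818, of which 55119 (62.8%) were held by no other tissue. Immature ears held 54184, with 23417 (43.2%) of their own, and pollen held 21765, with 9049 (41.6%) of its own. All 3 tissues shared 7826. Coleoptilar nodes and immature ears alone shared 21462, coleoptilar nodes and pollen 3411, and immature ears and pollen 1479. Replicates overlapped in part. In pollen, 59.3% of the merged loci of replicate 1 were in replicate 2 and 40.8% of those of replicate 2 were in replicate 1, and in coleoptilar nodes the corresponding shares were 77.5% and 76.8%. A reciprocal overlap of 50% moved these counts most, from 7826 to 1295 loci in all 3 tissues. The numbers held by 1 tissue also rested on the requirement of both replicates. Without immature ear replicate 1 or replicate 2, immature ears held 108665 or 90738 loci, 66860 or 54735 of them alone, and without pollen replicate 1 or replicate 2 pollen held 53991 or 37301, with 34036 or 20641 of them alone. With an equal number of top loci from each file, coleoptilar nodes, immature ears and pollen held 29949, 21878 and 18912, and 19610, 11523 and 11511 alone, which left little between immature ears and pollen. Of the 9049 loci held by pollen alone, 6251 were in no file of another tissue.

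Read numbers were tested at the 7826 merged loci called in all 6 files, with the library totals implied by the files. Between immature ears and coleoptilar nodes 969 loci differed (edgeR quasi-likelihood test, adjusted p under 0.05 and absolute log2 fold change of at least 2), 297 of them higher in immature ears and 672 lower. Pollen differed from coleoptilar nodes at 1756 loci (509 higher, 1247 lower) and from immature ears at 1510 (665 higher, 845 lower). TMM on top of the library totals changed the balance for pollen. With it, 54.0% of the loci differing from coleoptilar nodes were higher in pollen, against 29.0% without, and 67.2% of those differing from immature ears, against 44.0%. Reads longer than 24 nt were the majority of the pollen reads at 79.4% of the loci that were higher in pollen than in coleoptilar nodes.

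In each tissue the merged locus with the most reads lay on chromosome 5 of the TIL11 v1.1 assembly. In immature ears it was at 168826806 to 168827372, with 21199 ± 11083 RPM, against 924 ± 61.3 RPM in coleoptilar nodes and 5.06 ± 2.29 RPM in pollen (SD, n = 2). The authors' locus caller marked it as a microRNA locus in both ear files, and 99.3% of its reads in immature ear replicate 1 were of 21 nt, the most frequent being AGAAGAGAGAGAGUACAGCCU. In coleoptilar nodes it was at 212368392 to 212371605, with 14691 ± 2096 RPM, and carried no size call. In pollen it was at 11209752 to 11253637, with 87609 ± 1526 RPM, of which 97.5% in replicate 1 and 97.8% in replicate 2 were longer than 24 nt. Only 4.60% and 5.15% of its reads in these files aligned to a single place, so that its position is uncertain. No annotation of these positions was used here.

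The study's interest in hairpin precursors led to a count of long loci with 22-nt reads from mainly 1 strand. Merged loci with, in both replicates, a locus of at least 1000 bp called as 22 nt and with at least 0.8 or at most 0.2 of its reads on the top strand numbered 53 in pollen, 46 in coleoptilar nodes and 29 in immature ears. The 53 pollen loci lay on all 10 chromosomes, from 1 on chromosome 7 to 12 on chromosome 2, and all 53 had the same strand in both replicates. Some were close neighbours, such as those on chromosome 3 between 230403940 and 230447329. Neighbours were not joined, so 1 precursor may be counted more than once. The 53 loci held 12.0% ± 1.26 of the 22-nt reads in pollen loci (SD, n = 2). Most were not restricted to pollen, since 49 of the 53 lay in merged loci that another tissue also held and 2 were in no file of another tissue. At 38 of them the mean 22-nt RPM was higher in another tissue than in pollen, but by share of the 20- to 24-nt reads in loci this held at 24. The number in pollen moved most at a strand share of 0.9, to 25, with 19 in coleoptilar nodes and 12 in immature ears, and it was 93, 92 and 85 in pollen, coleoptilar nodes and immature ears when 1 file sufficed. Without pollen replicate 1 it was 80 in pollen. Without immature ear replicate 1 it was 59 and without replicate 2 it was 55 in immature ears, and without coleoptilar node replicate 2 it was 73 in coleoptilar nodes.

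The 5 pollen loci with the most 22-nt reads differed in how other tissues used them. The first, on chromosome 3 from 64783479 to 64787214, had 641 ± 289 RPM of 22-nt reads in pollen (SD, n = 2) and 1.20% of its reads on the top strand in both replicates. It had 0.0342 ± 0.0484 RPM in coleoptilar nodes, from 1 of the 2 files, and was called in neither immature ear file. The second, on chromosome 1 from 181108955 to 181117392, had 368 ± 170 RPM in pollen, 257 ± 30.2 RPM in coleoptilar nodes and 727 ± 104 RPM in immature ears. On chromosome 2 from 215129886 to 215137759, pollen had 172 ± 86.1 RPM, coleoptilar nodes 24.1 ± 4.33 RPM and immature ears 93.6 ± 13.7 RPM. On chromosome 3 from 110010866 to 110013745 these levels were 97.0 ± 46.2, 34.1 ± 0.575 and 120 ± 7.80 RPM. On chromosome 2 from 53497719 to 53504382 they were 92.1 ± 44.6, 138 ± 13.4 and 432 ± 19.4 RPM, in the same order of tissues.

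The third assay compared TSS between tissues. RAMPAGE gave 31787 ± 695 peaks per file in coleoptilar nodes, 42197 ± 9964 in immature ears and 15854 ± 3619 in pollen (SD, n = 2), counting each interval once. The SD in immature ears came from 49242 peaks in replicate 1 and 35151 in replicate 2. Over the 71935 merged peaks of all files, the Jaccard index between replicates averaged 0.584, and it was 0.687 in coleoptilar nodes, 0.507 in immature ears and 0.559 in pollen. The best other pairing of the 6 files averaged 0.497. The exact one-sided permutation test over 15 pairings gave p = 0.0667, the smallest value it allows, and so cannot reach 0.05. Between tissues the index was 0.465 for coleoptilar nodes and immature ears, 0.236 for coleoptilar nodes and pollen and 0.185 for immature ears and pollen. For immature ears, coleoptilar nodes matched single ear files at 0.411 to 0.521, a range that includes the value between the 2 ear replicates.

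Peaks found in both replicates numbered 24822 in coleoptilar nodes, 26726 in immature ears and 11105 in pollen. Of these, 4390 (17.7%), 6586 (24.6%) and 3708 (33.4%) were held by that tissue alone. All 3 tissues shared 6489 peaks, coleoptilar nodes and immature ears alone shared 13343, coleoptilar nodes and pollen 600, and immature ears and pollen 308. Accepting peaks of 1 replicate moved these counts most, with 26605 then held by immature ears alone. The order of the numbers held alone depended on the length of the lists, since with an equal number of top peaks from each file they were 2038, 2204 and 4846 in coleoptilar nodes, immature ears and pollen. Without immature ear replicate 2, immature ears held 46629 peaks, 24924 of them alone, and without replicate 1 they held 13299 alone. Without pollen replicate 2, pollen held 18018, 8520 of them alone. Without coleoptilar node replicate 1 or replicate 2, coleoptilar nodes held 9945 or 8395 alone.

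**Figure D3:**
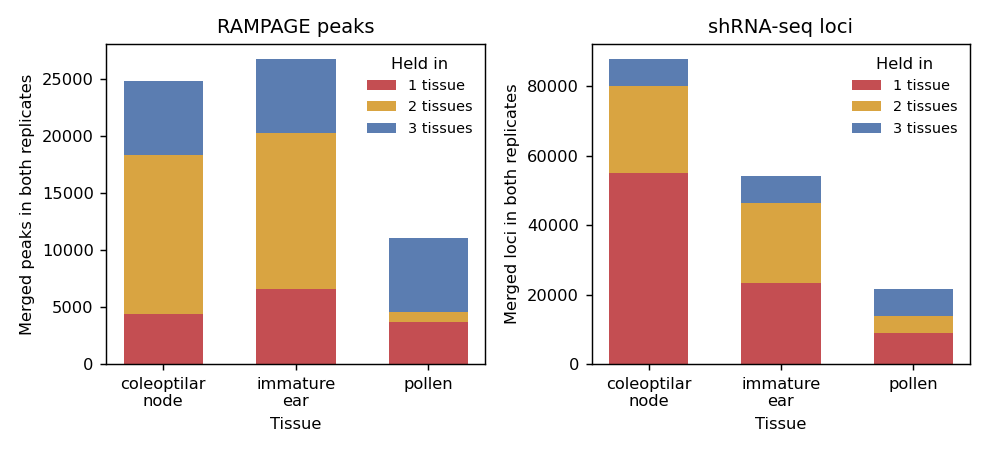
Merged RAMPAGE peaks (left) and merged shRNA-seq loci (right) found in both replicates of each tissue (x axis), as numbers (y axis), split by whether 1, 2 or 3 tissues held them. The part of the bar held by 1 tissue is 4390 to 6586 peaks in coleoptilar nodes and immature ears and 3708 in pollen, and 55119 loci in coleoptilar nodes.

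Peak height is the authors' fold enrichment over RNA-seq within each list, and peaks were ranked by its mean over both replicates. In coleoptilar nodes the highest peak lay on chromosome 10 from 110515529 to 110516278, at 12836 ± 3220 (SD, n = 2), and was also present in both immature ear files but in 0 pollen files. In immature ears it lay on chromosome 1 from 256609006 to 256609634, at 4330 ± 1109, and was also in both coleoptilar node files and in 0 pollen files. Its fold in immature ear replicate 2 was 3545, where the highest fold of the list was 6305. In pollen it lay on chromosome 1 from 189093725 to 189094409, at 5988 ± 1368, and was in both files of each other tissue.

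The last comparison related TSS to 24-nt siRNA loci of the same tissue. In coleoptilar nodes 27.8% of the 25114 RAMPAGE peaks lay within 1 kb of a 24-nt locus found in both replicates, against a mean of 5.70% and a maximum of 6.92% when the loci were shifted along the chromosomes. In immature ears 5.94% of 27123 peaks did so, against 2.18% after shifting with a maximum of 2.55%, and in pollen 1.35% of 11102 peaks, against 0.72% with a maximum of 0.973%. Each two-sided permutation test over 1000 circular shifts gave p = 0.001, the smallest value it can give. The tissues differ in how much the 24-nt loci covered, 31.2 Mb in 44838 loci in coleoptilar nodes, 11.5 Mb in 16022 loci in immature ears and 2.98 Mb in 5732 loci in pollen, and the ratio to the shifted mean was 4.88, 2.72 and 1.88. Differences between these ratios were not tested. A window of 5 kb gave 56.7% in coleoptilar nodes, 18.1% in immature ears and 4.59% in pollen, and direct overlap gave 7.07%, 1.55% and 0.333%. With 24-nt loci of a single replicate the share in pollen moved most, to 5.85%, against 4.39% after shifting, and those in coleoptilar nodes and immature ears were 46.5% and 17.02%. Without pollen replicate 1 or replicate 2 the share in pollen was 5.20% or 2.05%, with a ratio of 1.45 in both cases, and without immature ear replicate 1 or replicate 2 that in immature ears was 10.9% or 11.6%, with a ratio of 2.06 or 2.45.

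**Figure D4:**
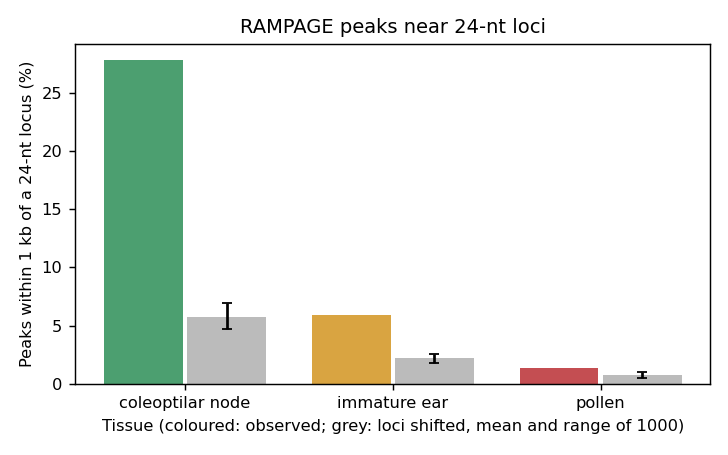
Percent of RAMPAGE peaks within 1 kb of a 24-nt locus of the same tissue (y axis) for each tissue (x axis). Coloured bars are the observed shares, grey bars the mean over 1000 circular shifts of the loci with their lowest and highest values. All 3 observed shares, 27.8%, 5.94% and 1.35%, lie above the highest shifted value.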

Values the study reported

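The study reported 10,531 genes as differentially expressed in pollen of TIL11 when it was compared with all the other tissues.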

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

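Both tests in this part were set before their results were seen, while the shares without the top 10 loci, the wider windows and the overlap by reads were added after the first results. One signal lay outside the comparisons above. Reads longer than 24 nt made up 62.6% ± 5.52 of all reads in pollen shRNA-seq loci (SD, n = 2), against 21.8% ± 4.82 in coleoptilar nodes and 14.7% ± 4.58 in immature ears. It stood out because the loci were called for reads of 20 to 24 nt and the size comparison leaves longer reads out. The 10 loci with the most such reads held 59.6% of them as a mean of the pollen files (50.7% in replicate 1 and 68.4% in replicate 2). Without these loci the share fell to 41.0% ± 12.9 in pollen, 17.4% ± 3.69 in coleoptilar nodes and 11.6% ± 4.13 in immature ears. A few abundant loci could therefore account for longer reads being the majority in pollen replicate 2, where 31.8% remained, but in replicate 1 50.1% remained, and in both files the share stayed above those of the other tissues. Abundant loci with low mappability, such as the one on chromosome 5 named above, may be remnants of structural RNA, which was not tested. Short capped RNAs at TSS were weighed as another source, since caps were removed before sequencing. Of the 6893 pollen loci with mostly longer reads in both replicates, 30.8% overlapped a pollen RAMPAGE peak, under the majority set in advance. Within 1 kb of a peak lay 39.5%, and within 5 kb 68.8%. These shares were higher in the other tissues, at 41.7% and 78.3% in coleoptilar nodes and 43.2% and 77.4% in immature ears. The wider windows were not compared with shifted peaks. By number of loci the overlaps in coleoptilar nodes and immature ears were similar, at 28.2% and 28.7%. By reads, 27.4% and 15.4% of the longer reads of pollen replicates 1 and 2 were in loci that overlapped a peak. The values were 25.2% and 24.9% in coleoptilar nodes and 13.8% and 19.3% in immature ears, so pollen replicate 2 was not higher. Without the top 10 loci of each file they were 49.7% and 48.7% in pollen. In coleoptilar nodes they were then 22.1% and 20.03%, and in immature ears 17.4% and 18.8%. The overlap by reads was thus higher in both pollen files only outside the top 10 loci. With peaks of either replicate 33.9% of the pollen loci overlapped one, so the predicted majority was not reached there either. By number, most of these loci in pollen thus did not overlap a listed peak. The test cannot decide their source, because outside the top 10 loci 49.7% and 48.7% of the longer reads were in loci that did. TSS that the peak lists may lack were not tested, and many of these reads align to several places. The overlap was far above the 0.755% found after shifting the peaks, and 0.628% of pollen 24-nt loci overlapped a peak, so a part of the loci may still come from TSS or from fragments of the messenger RNAs that start there. A difference in RNA content between pollen and the other tissues stays open and was not tested.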

How the results depend on the processing

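All alternatives here were set before the data were examined, except the minimum of 2 RPM, those for the levels at strand-biased loci and leaving out libraries with the tested genes held fixed. Of 776 values under alternatives, 639 stayed within the limits used (1.5 times for a count or ratio, 1 SD for a share, the same side of the test for the rest), 132 moved beyond them and 5 reversed. Not counted are 41 values whose outcome the design fixes, such as shares without 1 of 2 files. The 4 named genes kept their direction under each of the alternatives fitted to all tissues in which they passed the filter. Without either pollen library, the 2 higher in pollen passed only with the tested genes held fixed.

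For RNA-seq, DESeq2 size factors, DESeq2's Wald test, edgeR's exact test and no filter left every count of genes within 1.5 times, and fits of the 2 tissues alone, made for the 6 pairs only, did so for the pairs. Library size alone gave 43 genes lower in coleoptilar nodes than in each other tissue, 744 in immature ears, 159 in root tips and 15039 in pollen, and 1734 higher in pollen, the cause of which was not tested in full. CPM above 5 tested fewer genes and called 3448 between coleoptilar nodes and immature ears, 2358 between coleoptilar nodes and root tips and 5190 between immature ears and root tips. Higher than in each other tissue were then 269 in coleoptilar nodes, 484 in immature ears and 847 in root tips, and lower were 43, 857 and 190. A log2 threshold of 1, which admits smaller changes, gave 9412, 7818 and 12969 for the same 3 pairs, with 917, 2136 and 2378 higher in coleoptilar nodes, immature ears and root tips and 179 and 753 lower in coleoptilar nodes and root tips. Leaving out each library in turn, with the lone library of a tissue assumed to vary like the others, gave 222 to 462 genes higher in coleoptilar nodes, 254 to 1123 in immature ears and 612 to 1488 in root tips. The low ends came from leaving out a library of the tissue itself and say nothing on its replicates, because genes expressed in that tissue alone then fail the filter of 2 libraries. With the same genes as with all libraries the ranges were 439 to 482, 1031 to 1132 and 1163 to 1497, and every count of genes stayed within 1.5 times.

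The replicate block changed no call count by more than 1.5 times. With the replicate number as a block, 4182 genes were higher and 6146 lower in pollen than in each other tissue, and 1752 shRNA-seq loci differed between pollen and coleoptilar nodes. Same-numbered libraries were not taken as paired, because the correlations of replicate differences between tissues were 0.0238 to 0.145 in RNA-seq and -0.0512 to 0.269 in shRNA-seq, and not all exceeded 0.1. Those among coleoptilar nodes, immature ears and root tips in RNA-seq, and that between coleoptilar nodes and immature ears in shRNA-seq, did exceed it, so something shared there is not excluded.

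The share of 24-nt reads moved in coleoptilar nodes, immature ears and pollen to 64.8%, 21.2% and 50.2% with a size call required, to 17.8%, 9.11% and 15.5% in the merged loci of all 6 files and to 55.1%, 15.3% and 29.9% at 2 RPM or more. Without the 10 top loci it was 66.8% in coleoptilar nodes and 33.3% in immature ears. In RPM the 24-nt ratio of pollen to coleoptilar nodes moved from 0.624 to 0.252, and that of pollen to immature ears reversed from 1.61 to 0.589. The 21-nt and 22-nt ratios of pollen to coleoptilar nodes also reversed in RPM, from 1.41 to 0.544 and from 1.94 to 0.768, the cause of which was not tested. Under the alternatives other than the merged loci of all 6 files, the 22-nt ratio of immature ears to coleoptilar nodes was 2.70 to 3.85, against 2.80 in the main setting. In those merged loci it fell to 1.02, and the 21-nt ratio of these tissues fell from 2.65 to 1.54. In these loci the 21-nt ratio of pollen to coleoptilar nodes reversed to 0.926 and the 22-nt ratio of pollen to immature ears to 1.07, the cause of which was not tested. A minimum of 0.5 RPM removed 0 loci and gives no value.

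Overlap counts depended on how many loci were admitted. With 1 replicate sufficing, shRNA-seq loci held numbered 139784 in coleoptilar nodes, 142114 in immature ears and 68299 in pollen, those held alone 77768 in immature ears and 34587 in pollen, and those in all 3 tissues 18473. Reciprocal overlap of 50% gave 33830 in immature ears and 1295 in all 3 tissues. An equal number of top loci gave 29949, 21878 and 18912 in coleoptilar nodes, immature ears and pollen, 19610, 11523 and 11511 of them held alone, and 3695 in all 3 tissues. At 2 RPM or more the numbers were 33215, 13554 and 6655 in coleoptilar nodes, immature ears and pollen, 25939, 6714 and 3184 of them held alone, and 2377 in all 3 tissues. Leaving out each file in turn gave 54227 to 108665 loci held in immature ears and 20940 to 66860 held there alone, and 21780 to 53991 held in pollen and 7947 to 34036 held there alone. The high ends came without immature ear replicate 1 and without pollen replicate 1, and leaving out replicate 2 of either tissue also raised its counts beyond 1.5 times, because a tissue then needs 1 file only.

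Strand-biased 22-nt loci in coleoptilar nodes, immature ears and pollen numbered 73, 65 and 80 from 500 bp, 19, 12 and 25 at a strand share of 0.9 and 92, 85 and 93 where 1 file sufficed. Leaving out each file in turn gave 65 to 73 in coleoptilar nodes, 55 to 59 in immature ears and 66 to 80 in pollen. Of the 53 loci in pollen, 38 were lower in pollen than in another tissue by RPM and 24 by share, and with files that had no locus set to their lowest RPM 4 were at least 10 times higher than in both others by RPM and 8 by share. Leaving out each file in turn gave 33 to 41 lower in pollen by RPM.

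For RAMPAGE, a q of 1e-10 or less left every count within 1.5 times. With 1 replicate sufficing, 52676 and 19866 peaks were held in immature ears and pollen, and 9898, 26605 and 8382 were held alone in coleoptilar nodes, immature ears and pollen. Reciprocal overlap of 50% gave 7566 held by coleoptilar nodes alone and 3146 in all 3 tissues. An equal number of top peaks gave 12078, 12119 and 10164 in coleoptilar nodes, immature ears and pollen, 2038, 2204 and 4846 of them held alone, so that pollen then held most alone. Leaving out each file in turn gave 3340 to 9945 peaks held by coleoptilar nodes alone, 26735 to 46629 held in immature ears and 5526 to 24924 held there alone, and 11103 to 18018 held in pollen and 3469 to 8520 held there alone. The high ends came without coleoptilar node replicate 1, immature ear replicate 2 and pollen replicate 2. The shares of peaks near 24-nt loci stayed above the mean of the shifted ones with p at most 0.01 (two-sided permutation tests) under all alternatives tried, although with direct overlap in pollen the observed 0.333% lay below the highest shifted value, 0.351%. Leaving out either replicate raised the share in pollen to 5.20% or 2.05% and that in immature ears to 10.9% or 11.6%. Library totals alone do not order the loci called per file, since pollen replicate 1 had the highest total, 30813556 reads, and the fewest loci, 38178. Loci were called from reads of 20 to 24 nt, however, and most reads in pollen loci were longer. Both pollen files had fewer 20- to 24-nt reads in loci than any file of another tissue, and fewer loci. Depth at these lengths therefore stays open as a reason for the low number in pollen. Reads in loci cannot decide this, because they are counted only where loci were called. Peak lists give no depth.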

Other observations

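The distance profile in the last paragraph and the 10-fold count were chosen after the data were seen, as was the test on pollen genes, and the other tests in this part were set before their results were seen. Immature ears had more loci with a size call of 22 nt than the other tissues, 10959 ± 1398 per file (SD, n = 2), against 2714 ± 223 in coleoptilar nodes and 1924 ± 773 in pollen, while those called as 24 nt fell from 69233 ± 3918 in coleoptilar nodes to 43662 ± 2674. One hypothesis was that the same loci give 24-nt reads in coleoptilar nodes and 22-nt reads in immature ears. Of the 4247 ear 22-nt loci found in both replicates, 2.43% overlapped a 24-nt locus of coleoptilar nodes, against 2.32% on average and at most 3.18% over 100 circular shifts of those loci, and 24.8% overlapped a coleoptilar node locus of any kind. The values argue against a change of size class at the same loci. Chance size calls at loci of few reads were the technical explanation tested. Of the 5077 22-nt loci of ear replicate 1 that overlapped a locus of replicate 2, 85.6% overlapped one called 22 nt there, which argues against chance calls, although the other 4893 loci of replicate 1 had no counterpart in replicate 2. A difference between the tissues themselves stays open. Reads shared between copies of repeats were not tested.

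The higher share of 21-nt reads in immature ears rested in part on abundant loci. Without the 10 loci with the most reads in each file it was 19.8% ± 4.37 in immature ears, 9.89% ± 2.08 in coleoptilar nodes and 18.9% ± 1.59 in pollen (SD, n = 2). The difference between immature ears and coleoptilar nodes remained at 9.94 percentage points, which argues against a few loci as the whole cause, whereas that between immature ears and pollen was within the spread of the replicates. A difference between the tissues themselves stays open.

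More genes were lower than higher in pollen, and the scaling decides how many. A few genes taking most of the counts could give such a pattern under library-size scaling. After leaving out the 100 genes with the most pollen counts, which left 57.9% ± 1.70 of the pollen counts, library-size scaling still called 13136 genes lower and 2109 higher in pollen than in each other tissue, against 15039 and 1734 with all genes. This argues against those 100 genes as the whole cause. The total RNA per pollen grain, which no scaling used here measures, stays open, and so does the number of genes that would be lower per cell.

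Of the 53 strand-biased 22-nt loci in pollen, 4 had at least 10 times as many 22-nt RPM in pollen as in both other tissues, with each file that had no locus there set to its lowest RPM of any locus, and 15 had their highest level in pollen. As a share of the 20- to 24-nt reads in loci these numbers were 8 and 29, so both depend on the unit. These are counts without a test.

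Around RAMPAGE peaks, 24-nt loci were sparser at the peak than beside it. In coleoptilar nodes 4.42% of peak midpoints lay in a 24-nt locus, and this share was highest, 8.53%, at a distance of 800 bp to either side, then 4.21% at 5000 bp and 1.84% at 50000 bp, where 24-nt loci covered 1.43% of the assembly. In immature ears the values were 0.977% at the midpoint and 1.85% at the maximum, at 1200 bp, and in pollen 0.225% and 0.396%, at 1300 bp. The profile pools both sides because the peaks carry no strand, and no test was made of it.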
